A study of Mus musculus with 6 samples. Its data were reported in "Brg1 restrains the pro-inflammatory properties of ILC3s and modulates intestinal immunity" (2020).

How the data were processed

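ATAC-seq libraries were prepared by the authors from ILC3s of 3 WT (Rag1-deficient, floxed Smarca4) and 3 KO (with Rorc-cre in addition) female mice, with 50000 sorted cells per library, a Tn5-based kit and paired-end sequencing on an Illumina NovaSeq instrument. The labels call the libraries biological triplicates. Per the study's methods and the submitters' processing notes, the authors checked reads with FastQC, trimmed them, aligned them to mm10 with Bowtie2 and kept reads that mapped uniquely. They called peaks with MACS2, counted reads per peak with bedtools and tested them with DESeq2. Versions were not given in the sources used here. Nor was it stated whether duplicate or mitochondrial reads were removed, whether read ends were shifted for the transposase, or how peaks of the 6 libraries were merged. The deposited table gives raw counts per peak and library, whole numbers with no normalization, and it is the only table used here. The columns were matched to libraries by name.

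Peak ends lay within the chromosome lengths of GRCm38 on all chromosomes. The deposited start was read as counting from 0, as in BED files, so printed starts are the deposited start plus 1. Peaks were 500 to 1492 bp wide with a median of 513 bp. Each peak was assigned to the protein-coding gene of GENCODE release M21 with the TSS nearest to the peak centre, however far, and its location was taken from the centre (promoter from 1 kb upstream to 100 bp downstream of a TSS, then UTR, coding exon, intron, transcript end or intergenic). Nearest is not the same as regulated. The distance is given for each peak more than 50 kb from the TSS of its gene that is named as a largest change or an example of a list.

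Of 49323 peaks, 4 had no counts and were left out by filterByExpr, which removed no others, so the fit with no filter is the same fit. Counts were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, genotype alone in the model), with Benjamini-Hochberg adjustment over 49319 peaks. Peaks with an adjusted p under 0.05 were called less or more accessible, and those past 1.5-fold formed the classes for location and motifs. Standard errors were taken as the log2 fold change over the root of its F. CPM are peak counts scaled to a common library size after TMM. Relative scaling cannot show a change of total accessibility, and all directions are relative to the scale used.

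Genes were named by a rule fixed before the data were examined. It took 22 panel genes (the peak nearest the TSS and the peak with the lowest adjusted p), and per direction the 10 peaks with the largest change among those above the median abundance with no overlap between groups, at most 1 per gene and outside the Rorc region. It also took up to 4 genes of each list that passed camera, by lowest adjusted p in the direction of the call, and up to 2 of other lists. The panel held genes that the study's text discusses, ILC3 identity genes and Mki67. The study had named several of these as examples from the same libraries, among them Tbx21, Rbpj, Dll1, Csf2 and Il17f. Some are also members of the gene lists. Their directions here are therefore not independent of the study's account. Gene lists were tested over all peaks of their genes with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. With promoter peaks alone, camera compared a list's promoter peaks with all other tested peaks, not with other promoters. Fry tests whether a list's peaks move on balance in one direction, without comparing them with other peaks. Genes listed from the study's RNA-seq were used as names alone. Motifs were matched as a consensus on either strand in the central 400 bp, with a logistic model on GC fraction and log2 mean count against peaks with an adjusted p over 0.5. Peaks are not independent, so intervals on shares and odds ratios cover counting error only. The Rorc region was compared with 1000 random runs of consecutive peaks.

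On simulated counts with the same means, library sizes and spread over 49319 peaks, the KO against WT test recovered 37.3% of peaks changed 1.5-fold, 86.6% of those changed 2-fold and 100% of those changed 4-fold, with 5 false calls. Only 67, 67 and 66 peaks were changed by these folds, so the adjusted threshold was stricter than in the real comparison. These rates therefore do not give the sensitivity of that comparison. Camera found a lowered list and called 2 of 100 lists with no change at an unadjusted 0.05. The simulated peaks were drawn independently, so this does not test camera where the peaks of a list are correlated. A planted motif odds ratio of 2 was estimated as 1.97. With 23290079 to 31464798 counts per library, the median peak held 212 to 305 counts.

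The differential peaks, their location, the named peaks, the gene and RNA lists, the motifs and the Rorc region median were recomputed under alternatives. Scaling was varied with RLE size factors, library totals alone, loess offsets on abundance and TMM from promoter peaks. The slope on the number of motifs, the runs of peaks, the spread within the Rorc run and the comparison with the Ncr1 promoter peak were not recomputed. Other alternatives were a mean count of at least 50, GC offsets, the replicate number as a block with and without GC offsets, DESeq2 1.42.0, limma-voom (limma 3.58.1), each library left out in turn, and the Rorc region, mitochondrial and Y peaks left out. Thresholds, gene assignment, the motif window and the promoter definition were varied as well. After seeing the data, 3 alternatives were added: leaving out the 100 highest peaks, leaving out peaks that are mostly soft-masked repeat, and the number of peaks per gene as a covariate for the RNA lists. Figures were drawn with matplotlib 3.10.9.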

Results

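The series asked how the BAF chromatin remodelling complex shapes open chromatin in group 3 innate lymphoid cells (ILC3s), tissue-resident lymphocytes of the gut that make IL-22 and IL-17. Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA, in small-intestinal ILC3s of female Rag1-deficient mice aged 7 to 9 weeks, which were sorted by high Thy1.2 and low CD45 staining. Wild-type ILC3s (WT, n = 3 libraries) came from mice with floxed Smarca4 alleles, the gene of the BAF ATPase Brg1. Brg1-deficient ILC3s (KO, n = 3 libraries) came from mice that also carried Rorc-cre. The study reported spontaneous colitis in mice of the KO genotype at an age that overlaps this range. It found inflammation in their large but not their small intestine. Effects of the genotype and of the disease cannot be told apart in these libraries. Each library was made from 50000 cells, and the series describes the libraries of a genotype as biological triplicates. Reads were counted over 49323 peaks, and the counts summed to 28968143, 23290079 and 31464798 in WT libraries 1 to 3 and to 29890927, 31071316 and 27928436 in KO libraries 1 to 3. Libraries of one genotype correlated at r of 0.9735 to 0.9863 on the log2 scale across peaks and libraries of different genotypes at 0.8779 to 0.8984. The first principal component held 79.1% of the variance and separated the genotypes. The counts themselves do not check the deletion of Smarca4, since none of its 4 peaks marks a lost exon. The peak at its promoter (chr9:21615908-21616420) held 34.9 ± 4.74 CPM (peak counts scaled by library size, n = 3) in WT and 41.1 ± 1.13 in KO libraries, a log2 fold change of 0.24 ± 0.10 (adjusted p = 0.0629). It passed the threshold without WT replicate 3, at 0.319. Of the 4 peaks 2 rose, and the one with the lowest p, 6.02 kb upstream (0.38 ± 0.09, adjusted p = 0.00171), did not pass with promoter scaling (0.192). All fold changes below are KO over WT, with SD after means and SE after log2 fold changes.

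Loss of Brg1 went with a broad change of accessibility, and the largest changes were losses. Of 49319 tested peaks, 13436 were less accessible and 11082 more accessible in Brg1-deficient ILC3s at an adjusted p under 0.05. Past a change of 1.5-fold, 10427 peaks were less and 5099 more accessible. Past 4-fold, the numbers were 1357 and 64. The excess of losses was a matter of degree that depended on how the libraries were scaled. Less accessible peaks made up 67.2% of those past 1.5-fold with TMM scaling, 54.5% with loess offsets on abundance, 57.7% with GC offsets, 72.7% with library totals alone and 84.3% when promoter peaks set the scale. Without a fold threshold the shares were 54.8%, 51.2%, 50.2%, 62.1% and 80%, so that with GC offsets losses (11982) and gains (11896) were close in number. Scaling on promoter peaks moved the median log2 fold change of all peaks by -0.191 and brought the more accessible peaks past 1.5-fold to 2503. A test against 1.5-fold itself called 6003 less and 1098 more accessible peaks.

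Less accessible peaks lay away from promoters. Promoters, taken as 1 kb upstream to 100 bp downstream of a transcription start site (TSS), held 3.67% of the less accessible peaks past 1.5-fold (Wilson 95% interval 3.33% to 4.05%). They held 9.83% of the more accessible peaks (9.04% to 10.7%) and 21% of the other tested peaks (20.6% to 21.4%). The odds ratio for a promoter against the other peaks was 0.143 for less accessible peaks (Fisher's exact test, 95% interval 0.129 to 0.159) and 0.41 for more accessible peaks (0.372 to 0.451). Introns held 49.2% and intergenic sequence 41.7% of the less accessible peaks. The share of all counts that fell in promoter peaks was 36.0 ± 0.883% in WT and 40.4 ± 0.767% in KO libraries (n = 3 each). The exact permutation p of 0.1 is the smallest that 3 against 3 libraries allow. The median log2 fold change was 0.186 over promoter peaks, -0.0976 over intron peaks and -0.0495 over intergenic peaks. The promoter median was -0.00557 when promoter peaks set the scale.

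**Figure D1:**
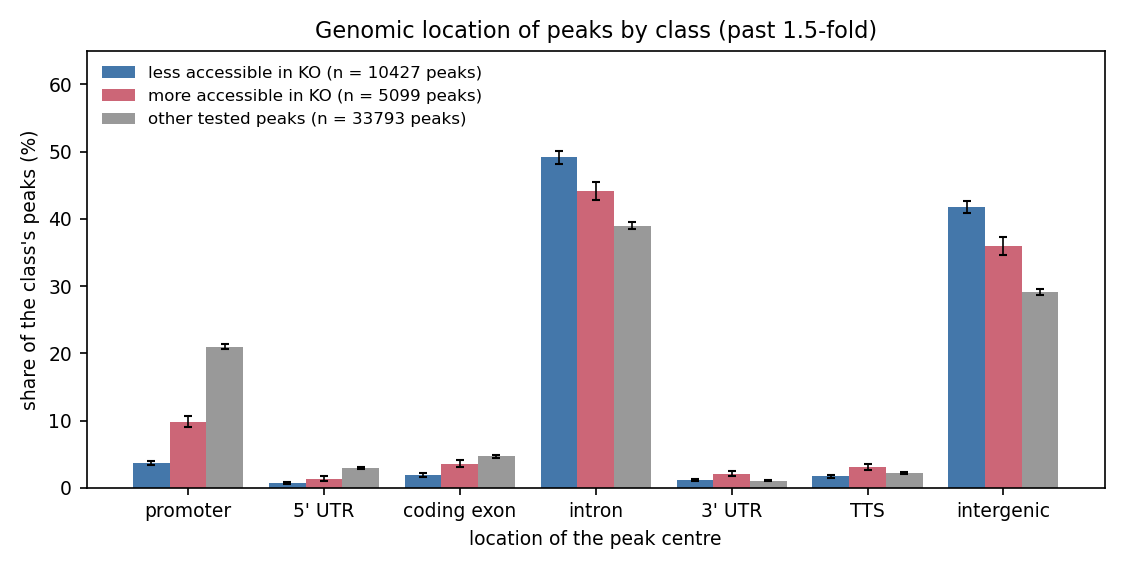
Share of peaks (%, vertical axis) by location of the peak centre (horizontal axis) for peaks less accessible in KO, more accessible in KO and all other tested peaks, with Wilson 95% intervals as error bars. Promoters hold 3.67% of less accessible, 9.83% of more accessible and 21% of other peaks.

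The largest losses among well-covered peaks were at distal sites. An intron peak of Vdr, the vitamin D receptor (chr15:97890362-97890861), went from 24.5 ± 3.03 to 1.46 ± 1.01 CPM, a log2 fold change of -4.09 ± 0.28 (adjusted p = 3.77e-09). An intergenic peak 43.6 kb from S1pr1, the receptor that guides lymphocyte egress (chr3:115758453-115758952), went from 22.2 ± 2.19 to 2.18 ± 0.542 CPM (-3.34 ± 0.18, adjusted p = 2.63e-10). The other 8 peaks of this kind were assigned to Kbtbd11, Btbd11 (95.4 kb from the TSS), Ndufs4 (127 kb), Bag3, 9530068E07Rik (179 kb), Serpinb7, Tbc1d2b and Sorbs1, with log2 fold changes from -3.96 to -3.06. The largest gains were mostly at promoters. The promoter peak of Fam50b (chr13:34734633-34735183) went from 3.63 ± 0.467 to 34.6 ± 15.8 CPM (3.26 ± 0.27, adjusted p = 3.2e-08). The promoter peak of Hs3st1, a heparan sulfate sulfotransferase (chr5:39644472-39645083), went from 15.3 ± 1.48 to 68.8 ± 3.49 CPM (2.16 ± 0.10, adjusted p = 7.94e-11). Promoters of Carmil1, Elavl2, Zfp820, Dmxl2 and Dip2c also gained, with log2 fold changes from 2.27 to 3.14, as did distal peaks assigned to Sptan1 and Tmem260 (74.2 kb from the TSS). The tenth peak by this rule lay on chromosome Y near Gm21860 (2.16 ± 0.11). All 6 libraries came from females, and 23 of the 29 tested peaks placed on chromosome Y lay between 90737908 and 90834118, at its distal end.

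Less accessible peaks were found at the type 1 genes Tbx21, Ncr1, Ifng and Ifngr1, which the study had shown as examples from the same libraries. The study found fewer NKp46+ ILC3s in the small intestine of mice of the KO genotype. Counts from sorted pools cannot separate that shift from changes within cells. At Tbx21, which encodes T-bet (chr11:97098071-97115331), 6 of 9 peaks were less accessible and 0 more. The intron peak 2.47 kb downstream of its TSS (chr11:97112608-97113107) went from 16.0 ± 1.51 to 2.45 ± 0.202 CPM (-2.70 ± 0.17, adjusted p = 1.13e-09). The peak in the first coding exon (chr11:97114707-97115302) went from 12.2 ± 2.67 to 4.74 ± 0.866 CPM (-1.36 ± 0.19, adjusted p = 1.28e-05). At Ncr1, the gene of NKp46, the promoter peak (chr7:4337384-4338218) went from 23.5 ± 0.687 to 4.90 ± 1.34 CPM (-2.25 ± 0.17, adjusted p = 8.92e-09). At Ifng, 9 of 14 peaks fell and 2 rose, and the promoter peak (chr10:118440721-118441220) went from 5.54 ± 0.332 to 0.591 ± 0.177 CPM (-3.23 ± 0.26, adjusted p = 2.71e-08). At Ifngr1, which encodes a chain of the interferon gamma receptor, 7 of 14 peaks fell and 2 rose. Its intron peak (chr10:19598339-19598838) went from 14.3 ± 1.37 to 2.18 ± 0.21 CPM (-2.71 ± 0.17). Its promoter peak (chr10:19591626-19592132) rose from 144 ± 11 to 176 ± 3.1 CPM (0.29 ± 0.10, adjusted p = 0.0184), but did not pass without KO replicate 2 (0.273) or with loess offsets (0.0141), GC offsets (0.194) or promoter scaling (0.0978).

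IL-17 and GM-CSF loci showed gains. The study had named Csf2 and Il17f as more accessible in KO from the same libraries. At Il17f, 3 of 5 peaks rose and 0 fell. Its promoter peak (chr1:20784120-20784631) went from 15.1 ± 1.3 to 27.9 ± 2.19 CPM (0.88 ± 0.11, adjusted p = 6.18e-06), and an intergenic peak 8.59 kb from the TSS (chr1:20775434-20775933) from 0.995 ± 0.339 to 4.61 ± 0.382 CPM (2.24 ± 0.26). At Il17a, 3 of 6 peaks rose, and the peak with the lowest p (chr1:20740364-20740911) went from 17.6 ± 0.829 to 27.8 ± 1.04 CPM (0.66 ± 0.11). The Il17a peak nearest the TSS did not pass (0.30 ± 0.19, adjusted p = 0.195), except without KO replicate 3, at 0.457. At Csf2, the GM-CSF gene, 4 of 13 peaks rose and 1 fell. The peak next to its TSS (chr11:54249189-54249786) held 30.6 ± 3.16 CPM in WT and 35.2 ± 2.64 in KO libraries (0.20 ± 0.10, adjusted p = 0.109). That peak passed the threshold with GC offsets, at 0.292, and without WT replicate 1, at 0.29. The gains lay upstream and downstream of the gene. The peak 7.52 kb upstream (chr11:54256932-54257437), which was chosen after its values were seen, went from 9.25 ± 2.0 to 16.6 ± 0.858 CPM (0.83 ± 0.15, adjusted p = 0.000203). The fall was 40.8 kb downstream (chr11:54208585-54209093, -0.95 ± 0.15, adjusted p = 7.04e-05). At Il22, the promoter peak held 35.2 ± 2.89 CPM in WT and 40.1 ± 1.25 in KO libraries (0.19 ± 0.09, adjusted p = 0.107), and a peak 23.7 kb upstream (chr10:118180953-118181530) fell (-1.47 ± 0.21). The Il22 promoter peak passed the threshold with GC offsets, at 0.356. At Tnfsf4, 2 of 7 peaks fell and 1 rose.

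**Figure D2:**
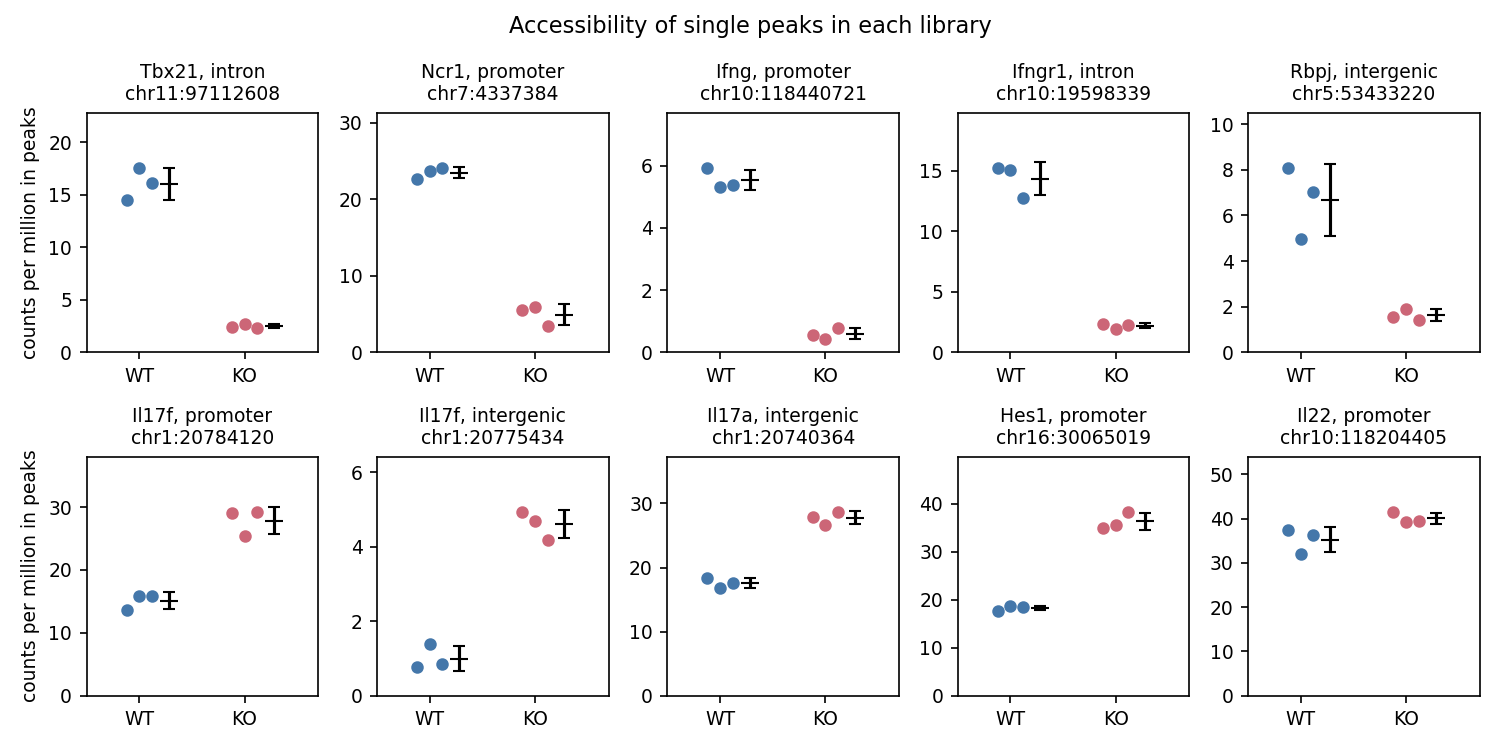
CPM (vertical axes, linear from 0) in each WT and KO library for 10 peaks of panel genes, titled with the gene, location and start on GRCm38. Points are libraries and black bars are means ± SD (n = 3). WT and KO points do not overlap at the Tbx21, Ncr1, Ifng, Ifngr1 and Rbpj peaks, which were lower in KO. Nor do they at the Il17f, Il17a and Hes1 peaks, which were higher. At the Il22 promoter peak they do not overlap either, but it did not pass the test.

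Loci of the Notch pathway lost distal sites. The study had named Rbpj and Dll1 as less accessible in KO from the same libraries. At Rbpj, which encodes the DNA-binding factor of Notch signalling, 15 of 19 peaks fell and 0 rose. The peak with the lowest p, 122 kb upstream of the TSS used (chr5:53433220-53433719), went from 6.69 ± 1.58 to 1.62 ± 0.259 CPM (-2.05 ± 0.23). The peak taken as the Rbpj promoter peak (chr5:53589591-53590093) lies at a TSS inside the gene. It did not pass the test (-0.15 ± 0.10, adjusted p = 0.211), although it did with loess offsets (-0.285) and with promoter scaling (-0.339). At the ligand gene Dll1, 7 of 8 peaks fell, and at Notch2 6 of 7. The peak nearest the TSS of Notch2 did not pass (0.13 ± 0.09, adjusted p = 0.243). That of Dll1 fell (-0.58 ± 0.17, adjusted p = 0.0102), but did not pass without KO replicate 1 or 2 (-0.465 and -0.436) or with loess offsets (-0.466). Hes1, a Notch target, moved both ways. Its promoter peak (chr16:30065019-30065526) rose from 18.3 ± 0.49 to 36.4 ± 1.78 CPM (0.99 ± 0.10, adjusted p = 3.12e-07), with 4 peaks up and 4 distal peaks down. Among factors of lymphoid identity, 17 of 33 peaks at Runx3, 12 of 23 at Gata3 and 7 of 19 at Ahr fell, against 2, 3 and 1 that rose. The peaks nearest the TSS of Runx3 (0.06 ± 0.10), Ahr (0.03 ± 0.11), Il23r (0.09 ± 0.09), Il7r (0.25 ± 0.12) and Ccr6 (-0.07 ± 0.22) did not pass. The Il7r peak passed without KO replicate 3, at 0.33, and with GC offsets, at 0.419. That of Gata3 rose (0.25 ± 0.09, adjusted p = 0.0338), but not without WT replicate 1 or 3 or KO replicate 2 or 3 (0.251, 0.167, 0.235 and 0.227), nor with library totals alone (0.195), loess offsets (0.1) or promoter scaling (0.0545). At Il23r 3 of 11 peaks fell and 1 rose, at Il7r 3 of 15 fell and 3 rose, and at Ccr6, the chemokine receptor of lymphoid tissue inducer-like ILC3s, 1 of 10 fell and 0 rose. The fall at Ccr6 (-0.84 ± 0.25) did not pass with loess offsets (-0.206). Of the 5 peaks nearest to the proliferation gene Mki67, 1 fell and 3 rose, and the one that fell lay 539 kb away.

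Across 22 gene lists, losses prevailed among type 1 and lymphoid genes. Of the 97 peaks of NKp46+ ILC3 and type 1 genes, 53 fell and 6 rose (54 and 6 adjusted over the list alone), and 13 of the 17 genes had losses alone. The mean log2 fold change was -0.744, and camera with a preset correlation gave an adjusted p of 3.16e-08. With an estimated correlation, adjusted p = 0.218. Examples were Stat4 (-2.29 ± 0.14), Cxcr3 (-2.53 ± 0.17) and the chemokine gene Xcl1 (-2.79 ± 0.21, 52.6 kb from the TSS), beside Tbx21. Peaks of NK and ILC1 cytotoxic genes also fell, 32 of 65 against 7 that rose (34 and 7 over the list alone, camera adjusted p = 5.69e-05; adjusted p = 0.101 with an estimated correlation). These included the granzyme genes Gzmb (promoter, -2.84 ± 0.15) and Gzma (promoter, -2.87 ± 0.30), Klrg1 (-1.83 ± 0.12) and Itga1 (-3.17 ± 0.27). With promoter peaks alone, both lists still passed, at adjusted p = 0.0242 and 0.00113.

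Peaks of the ILC3 core list fell as well, 159 of 347 against 34 that rose (161 and 34 over the list alone, camera adjusted p = 0.000695; adjusted p = 0.418 with an estimated correlation). Examples were peaks assigned to Kit (-4.17 ± 0.33), Id2 (-1.78 ± 0.14, 207 kb from the TSS), Maf (-2.75 ± 0.22, 297 kb) and Rora (-2.77 ± 0.23, 124 kb). The list holds Rorc, all 5 of whose peaks rose. Its call did not hold with peaks assigned within 10 kb of the gene body (mean -0.131, adjusted p = 0.967) or with promoter peaks alone (mean 0.169, adjusted p = 0.103). Here and below, camera set a list's promoter peaks against all other tested peaks, while the median over all promoter peaks was 0.186. Lymphoid transcription factors lost 324 of 613 peaks and gained 46 (330 and 48 over the list alone, camera adjusted p = 3.16e-08; adjusted p = 0.295 with an estimated correlation), with peaks assigned to Prdm1 (-3.96 ± 0.22, 56.5 kb from the TSS), Ikzf2 (-3.47 ± 0.20, 151 kb) and Bach2 (-1.87 ± 0.11, 89.7 kb) among those with the lowest p. Their promoter peaks alone had a mean of 0.0251 (adjusted p = 0.189). The Notch pathway list lost 66 of 116 peaks and gained 13 (66 and 15 over the list alone, adjusted p = 0.000214; adjusted p = 0.101 with an estimated correlation), with peaks assigned to Numbl (-1.23 ± 0.11), Maml2 (-2.98 ± 0.30, 83.1 kb from the TSS) and Jag1 (-2.24 ± 0.25, 530 kb) as examples. Its promoter peaks alone had a mean of 0.0154 (adjusted p = 0.347). Chemokines and their receptors lost 48 of 111 peaks and gained 8 (49 and 8 over the list alone, adjusted p = 0.00051; adjusted p = 0.246 with an estimated correlation and 0.521 with promoter peaks alone), with Ccr9 (-3.24 ± 0.24) and Ccl5 (-1.45 ± 0.12) as examples.

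Genes linked to other lineages were among the losses. The ILC2 list lost 24 of 55 peaks and gained 8 (25 and 8 over the list alone, adjusted p = 0.012), with Il1rl1 (-3.05 ± 0.25), Gata3 (-2.30 ± 0.23, 76.9 kb from the TSS) and Il4 (-1.22 ± 0.21). Its adjusted p = 0.307 with an estimated correlation, 0.426 with gene-body assignment and 0.664 with promoter peaks alone. The T cell list lost 23 of 32 peaks and gained 0 (24 and 0 over the list alone, adjusted p = 5.66e-06; adjusted p = 0.101 with an estimated correlation and 0.246 with promoter peaks alone), including Bcl11b (-2.97 ± 0.27), Cd247 (-1.90 ± 0.20, 60.8 kb from the TSS) and Cd3e (-2.01 ± 0.25). Of its losses, 14 formed an unbroken run of peaks assigned to Bcl11b alone. Of the 8 genes with a tested peak, 7 had losses alone. The B cell, myeloid, epithelial, and stromal and endothelial lists did not pass (adjusted p = 0.517, 0.809, 0.251 and 0.739), although single peaks did, such as a Krt8 peak that rose (0.65 ± 0.10) and intron peaks of Itgam (-4.51 ± 0.32), Blk (-1.19 ± 0.11) and Pecam1 (-1.80 ± 0.15) that fell. The epithelial list passed with loess offsets alone (adjusted p = 0.0493).

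A few lists leaned the other way or stood at the threshold. Effector cytokine genes gained 47 of 150 peaks and lost 28 (47 and 28 over the list alone, mean 0.0815, adjusted p = 0.0479), with Tnfsf11, which encodes RANKL (2.14 ± 0.21), Il21 (1.54 ± 0.20, 52.6 kb from the TSS) and Il6 (1.63 ± 0.24). The CCR6+ LTi-like ILC3 list gained 20 of 81 peaks and lost 14 (18 and 12 over the list alone, mean 0.112, adjusted p = 0.0479), with Nrp1 (1.03 ± 0.17, 133 kb from the TSS) and H2-Ab1 (promoter, 0.47 ± 0.10). The interferon response list lost 29 of 67 peaks and gained 8 (29 and 9 over the list alone, adjusted p = 0.0479), with Irf7 (-2.17 ± 0.14) and Ifih1 (-2.58 ± 0.22). With an estimated correlation these 3 lists had adjusted p = 0.302, 0.307 and 0.418, and with promoter peaks alone 0.521, 0.521 and 0.573. The effector cytokine call was lost without WT replicate 1, 2 or 3 (adjusted p = 0.0627, 0.0662 and 0.0605) and without KO replicate 1 or 2 (0.07 and 0.071). The CCR6+ call was lost without WT replicate 1 or 2 or KO replicate 2 (0.0627, 0.0679 and 0.0711), and the interferon call without WT replicate 1 or 3 or KO replicate 1 or 2 (0.0627, 0.0606, 0.0864 and 0.0703). The interferon call was also lost with GC offsets (0.118), gene-body assignment (0.221) and limma-voom (0.055), and the effector cytokine and CCR6+ calls with limma-voom (0.0685 and 0.135) and without peaks that are mostly repeat (0.0566 and 0.0728). With gene-body assignment these 2 lists passed, at 0.00435 and 0.00176. Under promoter scaling the means of the effector cytokine and CCR6+ lists were -0.107 and -0.0768, both above the median of all peaks under that scaling, -0.162.

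Cytokine receptors, cell cycle, BAF complex subunits, AP-1 and NF-kB factors, lipid metabolism, aryl hydrocarbon receptor targets and housekeeping genes did not pass, with adjusted p = 0.519, 0.925, 0.493, 0.283, 0.263, 0.0884 and 0.809. The receptor targets passed without KO replicate 1 (adjusted p = 0.0343). Among members of these lists with the lowest p, peaks fell at Tnfrsf1a (-2.42 ± 0.18), Myc (-2.86 ± 0.28, 792 kb from the TSS), Arid1b (-1.08 ± 0.12), Bicra (-2.29 ± 0.27), Irf8 (-2.63 ± 0.14), Elovl6 (-1.87 ± 0.21, 81.7 kb), Acaca (-1.76 ± 0.24), Tiparp (-1.77 ± 0.24) and Ywhaz (-2.14 ± 0.15, 60.1 kb), and one rose at Sdha (1.06 ± 0.12). In the cell cycle, housekeeping, myeloid and stromal lists the mean was below 0 and the median above it, and camera gave the direction of the mean. In the BAF and lipid lists the mean was below 0 while the median and camera pointed up. With promoter peaks alone and the preset correlation, camera called the cell cycle list (mean 0.219, adjusted p = 0.0246) and the AP-1 and NF-kB list (mean 0.21, adjusted p = 0.0242) upward. Camera compared them with all other tested peaks, and the median over all promoter peaks was itself 0.186. Whether these lists stood above other promoters was not tested. Over all their peaks, not promoter peaks alone, camera with an estimated correlation gave adjusted p = 0.898 and 0.78.

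**Figure D3:**
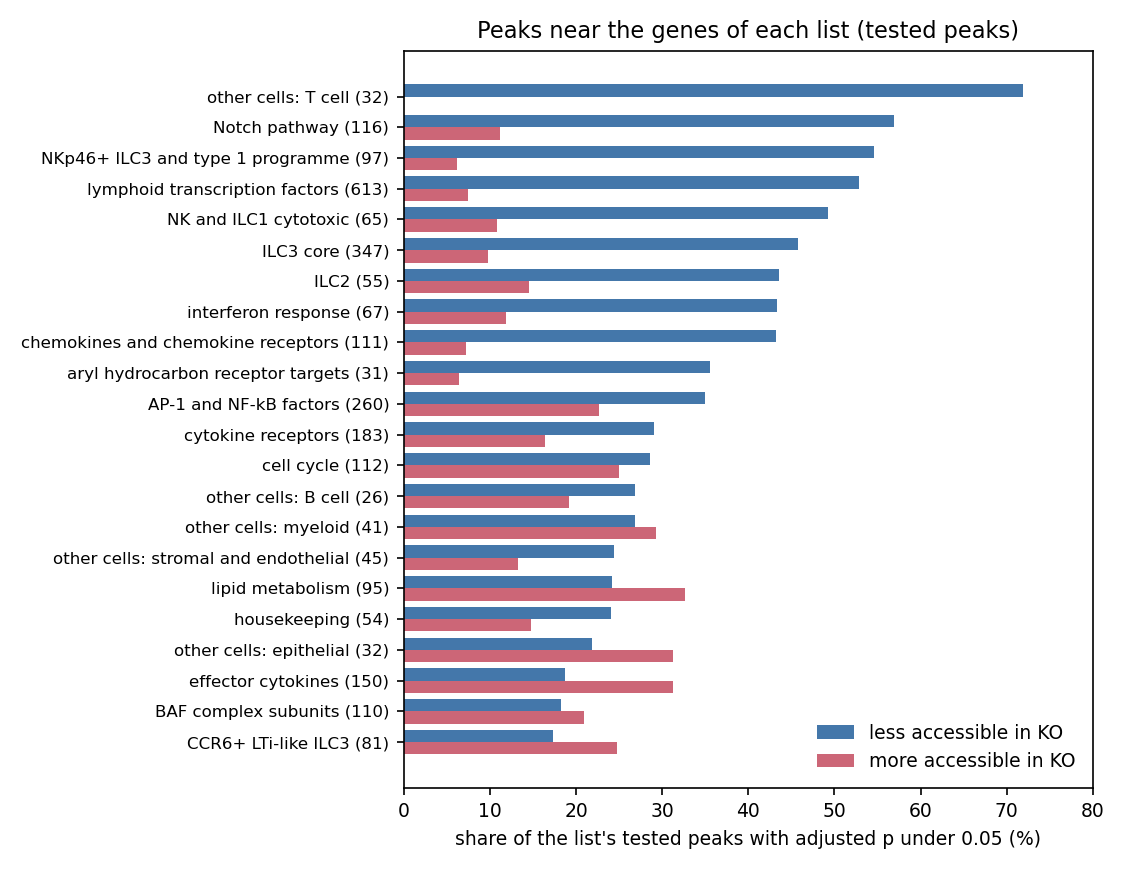
Share of each list's tested peaks (%, horizontal axis) that were less or more accessible in KO at an adjusted p under 0.05, with the number of tested peaks in parentheses after each list. Less accessible shares run from 17.3% for the CCR6+ LTi-like ILC3 list to 71.9% for the T cell list, and the effector cytokine list has more gains (31.3%) than losses (18.7%).

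To ask whether accessibility moved with expression, peaks were set against genes that the study had listed from RNA-seq of ILC3s from mixed bone marrow chimeras, which are other animals than those of these libraries. The study reported no colitis in such chimeras. Of 575 genes listed as lower and 493 as higher in Brg1-deficient ILC3s, 547 and 485 had a tested peak, and the others were left out. Of the 547 lower genes, 419 (76.6%) had at least 1 less accessible peak, against 37.4% of 13870 other genes (odds ratio 5.48, 95% interval 4.47 to 6.76, Fisher's exact test, Benjamini-Hochberg adjusted p = 3.8e-74). Of the 485 higher genes, 345 (71.1%) had at least 1 more accessible peak, against 49.3% of other genes (odds ratio 2.54, 2.07 to 3.12, adjusted p = 1.54e-21). Listed genes had a median of 4 tested peaks and other genes 2. With the number of peaks per gene as a covariate the odds ratios were 3.39 (2.67 to 4.3) and 1.85 (1.51 to 2.28). In the opposite direction, 233 lower genes (42.6%) had a more accessible peak, against 49.3% of other genes. A less accessible peak was found at 197 higher genes (40.6%), against 37.4% of other genes. The study required a minimum expression for its lists, whereas the other genes were not limited by expression. Of the 3098 peaks of the lower genes, 1562 fell and 342 rose (camera p = 3.74e-10; p = 0.0153 with an estimated correlation and 0.772 with promoter peaks alone). Of the 2498 peaks of the higher genes, 748 rose and 450 fell (camera p = 0.00241; p = 0.0854 with an estimated correlation). Their mean of 0.063 is smaller in size than the -0.191 by which promoter scaling moved the median of all peaks. The sign of this mean thus depends on the scale. With promoter peaks alone, the odds ratios on genes were 6.65 (Fisher's exact test, p = 2.7e-40) for the lower and 1.77 (p = 2.79e-06) for the higher genes. The mean of the promoter peaks was -0.187 for the lower genes, whose camera test did not pass, and 0.3 for the higher genes (camera p = 7.04e-13 with the preset correlation). Camera set these promoter peaks against all other tested peaks, and the median over all promoter peaks was itself 0.186. It therefore did not test whether they differed from other promoters. The odds ratios on genes did compare them with the promoter peaks of other genes.

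Sequence motifs separated the peak classes. Consensus matches in the central 400 bp were compared with peaks whose adjusted p was over 0.5, in a logistic model with GC fraction and abundance. Less accessible peaks were richer in AP-1 (20% against 10%, odds ratio 2.09, 95% interval 1.9 to 2.29, adjusted p = 5.49e-53), T-box (3.33% against 1.38%, 2.29, 1.82 to 2.88), RUNX (17.3% against 8.86%, 1.72, 1.56 to 1.89), ETS (20.5% against 13.6%, 1.60, 1.47 to 1.75), ROR (9.65% against 5.32%, 1.56, 1.38 to 1.77) and NF-kB sequences (9.56% against 8.44%, 1.41, 1.25 to 1.58). The match to CTCF, the insulator protein, was nearly absent from them. It was found in 0.422% of less accessible and 6.02% of unchanged peaks (odds ratio 0.0341, 0.0249 to 0.0467, adjusted p = 8.7e-97). More accessible peaks held CTCF matches at 16.2% (odds ratio 1.87, 1.65 to 2.12) and NFY matches at 14.3% against 11.4% (1.48, 1.32 to 1.66). Their odds ratios were 0.336 for ROR, 0.444 for RUNX, 0.515 for ETS and 0.551 for AP-1. The CTCF odds ratio of more accessible peaks was 0.798 when promoter peaks set the scale. That scaling lowered peaks with and without a match alike (medians of 0.207 and -0.194, against 0.398 and -0.00508) and so changed which peaks passed and which stood as unchanged. The RBPJ consensus did not differ between less accessible and unchanged peaks (1.04, 0.886 to 1.21, adjusted p = 0.703). Of 34 tests, 21 passed.

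**Figure D4:**
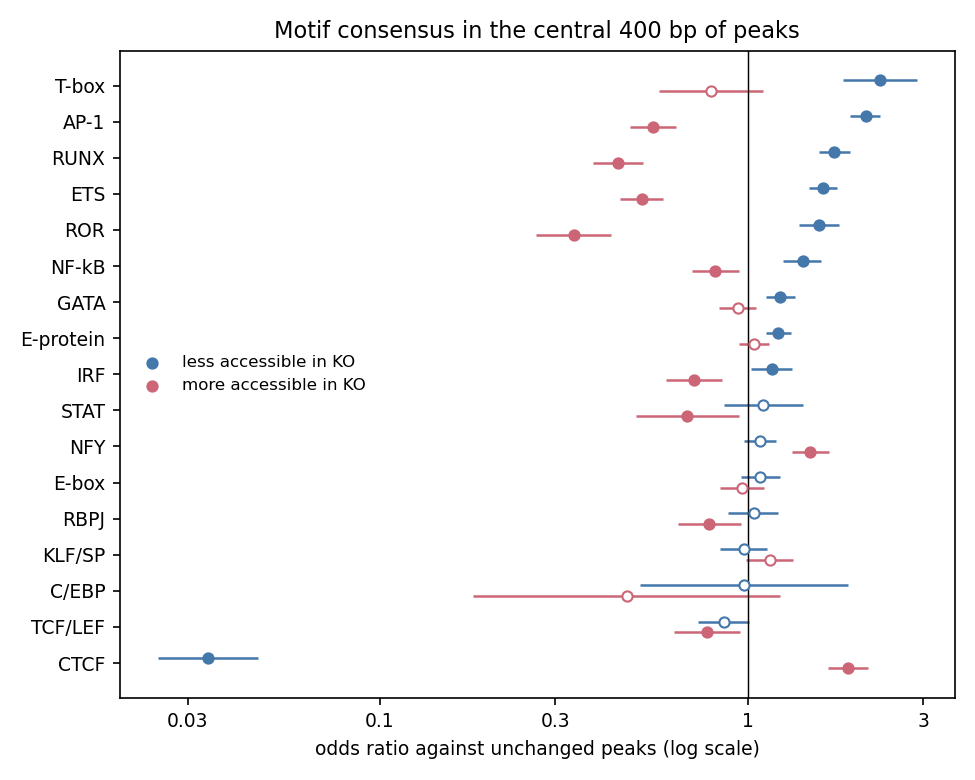
Odds ratio of each motif consensus in the central 400 bp of peaks (horizontal axis, log scale) for peaks less or more accessible in KO past 1.5-fold against unchanged peaks, with 95% intervals as lines. Filled points have an adjusted p under 0.05 and the vertical line marks an odds ratio of 1. T-box (2.29) and AP-1 (2.09) are highest among less accessible peaks and CTCF is lowest (0.0341).

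The region around Rorc stood apart. Rorc encodes RORgt, the factor that defines ILC3s, and the KO mice alone carried a Rorc-cre construct. Of the 22 tested peaks within 150 kb of the gene (chr3:94372794-94398276), 19 were more accessible and 0 less, with a median log2 fold change of 1.41. Medians of 1000 random runs of as many neighbouring peaks lay between -1.10 and 0.558 (permutation p = 0.001, the smallest that these runs can give). The 19 peaks were consecutive, from 94328696 to 94441603, and were assigned by nearest TSS to Them5, C2cd4d, Rorc, Lingo4, Tdrkh and Mrpl9. The Rorc promoter peak (chr3:94377064-94377591) went from 31.4 ± 1.58 to 113 ± 5.79 CPM (1.85 ± 0.09) and the Tdrkh promoter peak (chr3:94412807-94413317) from 73.1 ± 1.89 to 221 ± 4.27 CPM (1.60 ± 0.09). The next peaks outward did not pass the test, at Them4 (0.19 ± 0.09, adjusted p = 0.0748) and in a coding exon of Mrpl9 (-0.20 ± 0.12, adjusted p = 0.161). Counts in this region cannot be read as accessibility alone.

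**Figure D5:**
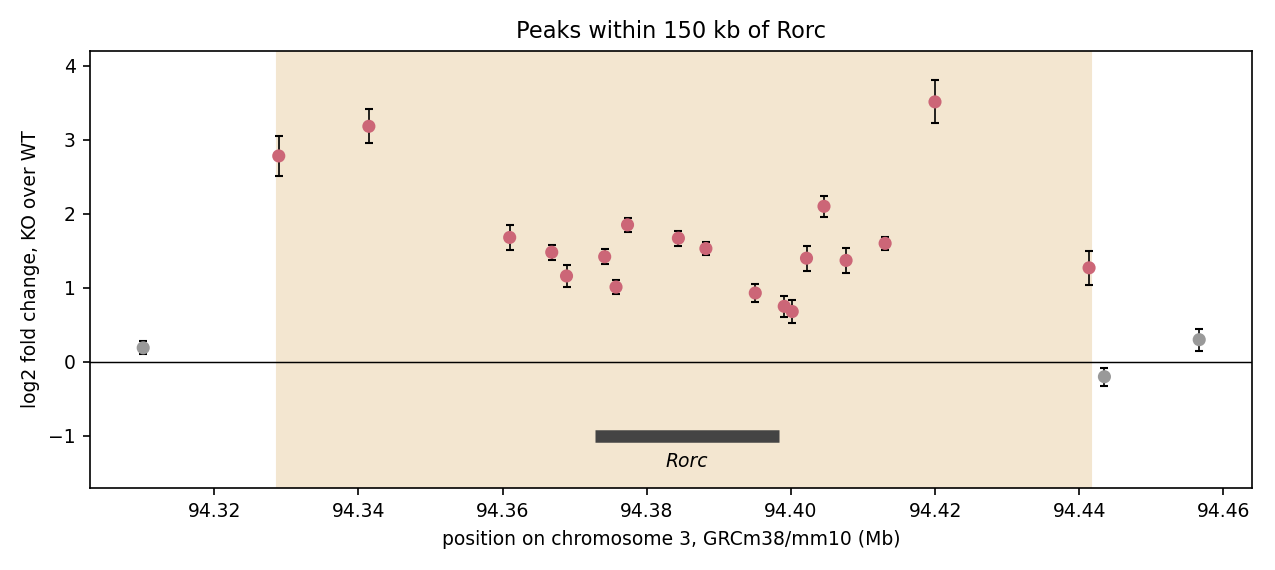
Log2 fold change of peaks, KO over WT (vertical axis), against position on chromosome 3 in GRCm38 (horizontal axis, Mb) within 150 kb of Rorc. Bars are ± SE, red points passed an adjusted p under 0.05, grey points did not, the bar marks the Rorc gene and the shaded span the 19 consecutive raised peaks from 94328696 to 94441603.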

Values the study reported

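At a threshold of 1.5-fold, the study reported 10470 peaks with higher accessibility in the wild-type cells and 5064 with higher accessibility in the Brg1-deficient cells. It ran this test with DESeq2, and its text gives no p threshold for these counts.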

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

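No test of this part was planned before the data were examined. The share of counts in the only mitochondrial peak was higher in every KO library than in any WT library. The peak (MT:3231-3730, assigned to mt-Nd2 by nearest TSS) held 2.312 ± 0.31% of counts in KO and 1.424 ± 0.33% in WT libraries (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). Its log2 fold change was 0.75 ± 0.35 (adjusted p = 0.0826). Of the 20 peaks with the highest CPM, this one included, 13 were less and 4 more accessible in KO at an adjusted p under 0.05. Of the 13, 12 were mostly repeat. Of the 8 peaks that were not, 4 rose, 1 fell and 3 did not pass, the mitochondrial peak and one assigned to Col19a1 (0.73 ± 0.31, adjusted p = 0.0582) among them. How mitochondrial reads were handled upstream is not given in the sources used here, and no explanation was tested.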

How the results depend on the processing

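Leaving out the 100 highest peaks, leaving out peaks that are mostly repeat, and the number of peaks per gene as a covariate were chosen after the data were seen. Of 377 values that answer a comparison, 365 kept their direction and side of the threshold (counts within 1.5 times), and of 3411 values of single peaks, lists and motifs 3208 did. For gene and RNA lists the direction is that of the camera test, which compares them with other peaks. The sign of a mean could turn and still count as kept, as for effector cytokines under promoter scaling (0.0815 to -0.107). No scaling, filter, tool or omitted library called a differential peak in the opposite direction. Leaving out 1 library gave 20251 to 22770 differential peaks, 11874 to 12839 less and 8377 to 9931 more accessible, and 14492 to 15536 past 1.5-fold. DESeq2 called 23749 peaks and limma-voom 24786. Scaling on promoter peaks gave 4432 more accessible peaks, 2503 past 1.5-fold, and odds ratios of 0.798 for CTCF and 1 for NF-kB in more and 0.882 for NFY in less accessible peaks. GC offsets gave 0.976 for IRF in less accessible peaks. By their construction, an adjusted p under 0.01 gave 6298 more accessible peaks and a test against 1.5-fold itself gave 7101 peaks past it, 6003 less and 1098 more. With an estimated correlation 0 lists and 0 marker lists passed camera, against 11 and 5, and the RNA list of higher genes (mean 0.063) had p = 0.0854. Fry, which asks another question, passed 16. With promoter peaks alone 4 lists and 2 marker lists passed, the RNA list of lower genes had a mean of -0.187 and no longer passed, and camera turned for ILC3 core (0.169), ILC2 (-0.116), Notch pathway (0.0154), cell cycle (0.219), AP-1 and NF-kB (0.21) and lymphoid transcription factors (0.0251). Camera set these promoter peaks against all other tested peaks, and the median over all promoter peaks was 0.186. A turn there does not show a reversal against other promoters, which was not tested. Assignment within 10 kb of gene bodies turned ILC3 core (-0.131) and cell cycle (0.101). Unless stated, the cause was not tested. Replicate numbers do not pair libraries (r of -0.0014, 0.031 and -0.033 between equal numbers), and a block on them gave 24139 calls, or 23793 with GC offsets (11872 less and 11921 more accessible). The filter alternative removed no tested peak and says nothing of stability. At this depth the simulation recovered 37.3% of peaks changed 1.5-fold. So few of its peaks were changed that its adjusted threshold was stricter than in the real comparison.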

Other observations

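The tests of the Rorc region, of NKp46+ ILC3s, of the number of motifs and of CTCF matches with loess offsets were chosen after the results were seen, as were the regions named here. Some less accessible peaks lay in unbroken runs, whose lengths were not compared with chance. The longest unbroken run of less accessible peaks outside a repeat-like cluster held 16 peaks over 213 kb at Raet1e, H60b and Raet1d (chr10:22201379-22414237), which encode ligands of the activating receptor NKG2D, with a median log2 fold change of -2.34. Others, picked for their genes, held 14 peaks at Bcl11b (chr12:107770282-108056913, median -0.98) and 12 peaks assigned to Smim20 and Rbpj (chr5:53377644-53471502, median -1.0). The latter run passed the annotated start of the Rbpj gene (53466152). It did not reach the peak taken as the Rbpj promoter peak (chr5:53589591-53590093), which lies at a TSS inside the gene. That peak did not pass the test with TMM scaling (-0.15 ± 0.10). After the Rorc region, the longest run of more accessible peaks held 9 peaks over 346 kb at B3glct, Rxfp2 and Fry (chr5:149811906-150158137, median 1.32).

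Distal peaks lost more accessibility when they held more kinds of lymphoid motifs. Over 36576 intron and intergenic peaks, the median log2 fold change was 0.0657 with 0 of the ETS, RUNX, ROR, T-box and AP-1 consensus sequences, -0.264 with 1, -0.501 with 2, -0.575 with 3 and -1.14 in the 10 peaks with 4 or more. The slope per motif family was -0.31 ± 0.0061 (SE) with GC fraction and abundance in the model. A candidate explanation is that Brg1 keeps open the sites at which several of these factors bind, but binding was not measured, and the separate enrichments of these motifs were known when the test was set. Those enrichments alone would give a slope below 0, so the slope does not show an effect of several motifs together.

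Around Rorc, 19 consecutive peaks rose past 1.5-fold, with log2 fold changes of at least 0.68, and the next longest such run elsewhere held 9. Extra copies of the region in the KO mice, which may have come with the Rorc-cre construct, would give such a run. The spread of the log2 fold changes within the run (SD 0.77) lay within the central 95% of random runs (0.31 to 1.17). Copies alone would raise peaks alike, whereas these ranged from 0.68 to 3.51. The highest value came from a peak with 0.383 ± 0.0804 CPM in WT libraries, near the floor. Better-covered peaks also differed, such as a Rorc intron peak (37.2 ± 2.89 CPM in WT, 1.01 ± 0.09) and the Rorc promoter peak (31.4 ± 1.58 CPM in WT, 1.85 ± 0.09). Of the 4 promoter peaks within 150 kb of Rorc, 75% rose past 1.5-fold, against 6.24% of promoter peaks elsewhere. With 4 promoters and no DNA input, a gain of accessibility cannot be told apart from extra copies.

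CTCF matches were enriched in more accessible peaks, with an odds ratio of 1.87. An odds ratio of 3.73 (3.26 to 4.28) with GC offsets argues against GC content as the whole cause, and one of 4.27 (3.7 to 4.91) with loess offsets against a trend with abundance. When promoter peaks set the scale it was 0.798 (0.696 to 0.915), but a single factor per library moves all peaks alike. The median of the 3114 peaks with a match lay 0.401 to 0.403 above that of peaks without one under the scalings of this kind, 0.501 above with GC offsets and 0.55 with loess offsets. Whether peaks with a match gained or the others lost cannot be told apart, as the counts hold no outside standard for the scale. The scarcity of matches among less accessible peaks held under each of them, at odds ratios of 0.034 to 0.0573. A biological explanation was not tested.

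Fewer NKp46+ ILC3s in the sorted KO cells could lower the NKp46+ list without a change in any cell. By flow cytometry, the study found fewer NKp46+ and more NKp46-negative ILC3s in the small intestine of mice of the KO genotype. It also found less Tbx21 mRNA in their sorted NKp46-negative ILC3s, but a comparable amount in their NKp46+ ILC3s. Of 10427 less accessible peaks past 1.5-fold, 298 (2.86%) fell by more than the Ncr1 promoter peak beyond 2 standard errors. The peaks nearest the TSS of Ncr1 (-2.25 ± 0.17), Tbx21 (-1.36 ± 0.19) and Ifng (-3.23 ± 0.26) did not fall alike. A change in the mix of ILC3 subsets and a change within cells cannot be told apart in counts from sorted pools.

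With 3 libraries per group there are 10 splits, too few for a share under 0.05. The real split gave 24518 differential peaks (highest of the others, 0), 15526 past 1.5-fold (0) and 21 motif tests (0), and 1 split of 10 reached each of these. It gave 11 gene lists, where another split gave 12, so 2 splits gave as many. It gave 2 RNA lists, as did others, so that 4 splits gave as many. The list counts rest on a preset correlation. Each of the other splits mixes the genotypes. Part of the genotype difference then remains between its groups, and the rest adds spread within them. Neither the absence of calls nor the list counts of those splits show what would arise without a genotype difference.

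With DESeq2 and past 1.5-fold, 10470 peaks were less and 5067 more accessible at an unadjusted p under 0.05, and 10272 and 4734 at an adjusted p under 0.05. The counts quoted from the study above lie closer to those with an unadjusted p. The sources used here do not give the p threshold behind them.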
